A study of Homo sapiens with 12 samples. Its data were reported in "A roadmap of constitutive NF-κB activity in Hodgkin lymphoma: Dominant roles of p50 and p52 revealed by genome-wide analyses" (2016).

How the data were processed

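RNA of L-1236 cells, a line established from a patient with Hodgkin lymphoma, was measured on 12 Affymetrix Human Gene 1.0 ST arrays, which read each gene through probe groups called transcript clusters. Cells took up siRNA without a transfection reagent, at 500 nM in medium with 1% serum for 2 days, and then grew for 1 day in medium with 10% serum before RNA was collected. Each array started from 100 ng of total RNA with an RNA integrity number above 8.5. The siRNA was either directed against NFKB2, which encodes p100 and its product p52 (siNFKB2), or non-targeting (siNT), each in the form of 2 sequences (Seq1 and Seq2). Every sequence has 3 biological replicates, numbered 1 to 3 in the labels. The labels name NFKB2 as the only target. The study's methods describe a set of arrays of the same layout in which siRNA against RELB was combined with siRNA against NFKB2, and the sources used here do not settle whether the arrays analysed here are that set. In that protocol RELB siRNA was given for longer and at a higher concentration, and NFKB2 siRNA was added a day after it. The records of these arrays give 1 treatment at 500 nM for 2 days, the condition the study lists for siRNA against NFKB2, and name no second siRNA.

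The values are log2 expression values that the authors deposited after RMA, which corrects the background, normalizes quantiles over arrays and summarizes the probes of each transcript cluster; RMA is named in the submitters' processing notes, and its version was not given in the sources used here. The table holds 33297 transcript clusters for the 12 arrays, with no missing value and 0 columns of other samples. Array medians lay between 7.208 and 7.28. The number of arrays limits the precision of every value below.

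Gene names came from the array's annotation, updated by Entrez identifier through a human RefSeq gene table of assembly GRCh38.p14, of which no coordinates were used. Of the clusters, 19193 (57.6%) had 1 gene symbol, 1477 had several and 12627 had no gene name here; 19161 of those with 1 symbol matched the gene table, and 994 symbols were updated. No gene was named from a cluster with several symbols. Clusters below 6 on the log2 scale in 6 or more of the 12 arrays were left out, after the filter in the study's methods, which kept 22758 clusters and removed 10539. Each gene was represented by the kept cluster with the highest mean over all arrays, which gave 14231 genes; 586 genes had more than 1 kept cluster. Of the genes that changed, 7 had another kept cluster, all of the other clusters moved in the same direction, and 0 had one at unadjusted p under 0.05 in the opposite direction. The 7713 kept clusters without exactly 1 symbol were tested apart.

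Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the log2 values as deposited) with Benjamini-Hochberg adjustment over the 14231 genes and a threshold of 0.05. The knockdown was tested as 6 siNFKB2 against 6 siNT arrays, after the study's methods, which pool both sequences of an arm. Single sequences were tested in a fit of all 4 groups, so that all arrays shared 1 estimate of the spread. The study's methods adjusted for covariates that the sources used here do not name, and none entered these fits. Levels of NFKB2 and the other subunits were also compared by an exact permutation test of the difference of means over all 924 regroupings, two-sided. Gene lists were tested with camera, which compares the genes of a list with all other genes, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 26 lists. Beside it stand camera with a correlation estimated from the data and fry, whose p tests whether the genes of a list move on balance one way and whose mixed p tests whether they change in either direction; neither fry p compares the list with other genes. Medians of lists were set against 10000 random lists of the same size, matched on mean expression in 20 bins. Figures were drawn with matplotlib 3.10.9.

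The groups, tests, lists, named genes and most alternatives were fixed before the data were examined. Named genes are NFKB2 and the other 4 NF-kB subunit genes; the 12 genes that rose most and the 12 that fell most among those past the threshold and changed in the same direction in all 6 differences of a siNFKB2 array from the mean of the 2 siNT arrays of its replicate number; for each single sequence or pair of sequences the 5 largest each way past the threshold and in the same direction in 3 of 3 replicate numbers, or, where none passed, the 5 of smallest p each way; and for each list up to 4 members of smallest p. Genes named in the study's text could be named whatever their value. The lists hold NF-kB subunits, NF-kB feedback regulators, classical NF-kB target genes, cytokines, chemokines and their receptors in Hodgkin lymphoma, apoptosis inhibitors, apoptosis effectors and death receptors, B-cell identity genes, genes of other lineages, the JAK-STAT pathway, AP-1 factors, the type I interferon response, antigen presentation, cell cycle genes, p53 target genes, cholesterol synthesis genes, the unfolded protein response, ribosomal protein genes, reference genes, markers of T and NK cells, of myeloid cells and of fibroblasts and epithelia, and genes the study text names. A further 4 lists were taken from the study: genes activated or repressed by p50/RelA or by p52/RelB that also differ in Hodgkin tumour cells. The study chose the p52/RelB lists on arrays that may be the ones analysed here, so neither their direction nor their counts are independent evidence. It chose the p50/RelA lists on separate arrays, with siRNA against NFKB1 and RELA. These lists share genes with the other study lists, so they are not fully independent either.

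The fits were tested on simulated data with the means, spread and replicate differences of these arrays and 200 genes changed by known amounts among 14231. For siNFKB2 against siNT, limma recovered 31.3% of genes changed by 0.25 on the log2 scale, 95.5% of those changed by 0.5 and 100% of those changed by 1, with 3 false calls; with the replicate number as a block these shares were 64.2%, 100% and 100%, with 13 false calls. For siNFKB2-Seq1 against siNT, 8 of 67, 48 of 67 and 65 of 66 genes were recovered, and for siNFKB2-Seq1 against siNFKB2-Seq2, 5 of 67, 43 of 67 and 65 of 66. With the replicate number as a block, 35, 59 and 66 were recovered in the former and 25, 59 and 66 in the latter.

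The replicate numbers pair the arrays. After removing group means, the 18 pairs of arrays with the same number correlated between 0.26 and 0.75 over genes, pairs with different numbers between -0.7 and 0.33, and all 12 arrays correlated best with an array of their own number; the first principal component, with 40.9% of the variance, set replicate 1 apart from replicates 2 and 3. The study's methods describe each biological replicate as a set of 4 samples, 1 for each sequence. Replicate 1 was scanned on another day than replicates 2 and 3, and each scan day holds all 4 groups. Results are therefore given beside a fit with the replicate number as a block, called blocked values, where this changed a call or moved a count by more than 1.5 times, and beside values within each scan day. Other alternatives were no filter or a filter at 7, median centring, a second quantile normalization, the methods' t-test with Benjamini-Hochberg adjustment, eBayes with trend and robust settings, a minimum difference of 10%, all kept clusters, other control arrays, the siRNA sequence as a random block, and each array or replicate number left out. Values within scan days of the single sequences and of the gene lists, and lists without NFKB2, were added after seeing the data.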

Results

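Gene expression was profiled in 12 cultures of the Hodgkin lymphoma line L-1236 after siRNA against NFKB2 (siNFKB2-Seq1 and siNFKB2-Seq2) or non-targeting siRNA (siNT-Seq1 and siNT-Seq2), as the labels name them, with 3 biological replicates for each sequence. L-1236 derives from Hodgkin and Reed-Sternberg cells, B cells that have lost much of their B-cell programme and keep NF-kB active. The arrays address which genes depend on NFKB2, the precursor of the non-canonical subunit p52, in such cells. Levels are log2 RMA values, changes are siNFKB2 minus siNT on the log2 scale with 6 arrays in each arm, and pairs of arrays correlated at r = 0.9899 to 0.99642 over transcript clusters.

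NFKB2 itself (transcript cluster 7930074) was lower in every siNFKB2 array. Its level was 10.58 ± 0.09 in siNT and 9.08 ± 0.22 in siNFKB2 arrays (SD, n = 6 each, exact permutation test, two-sided, p = 0.00216, the smallest that 924 regroupings allow), a change of -1.5 (95% interval -1.69 to -1.31) that left 35.3% of the control level. With single sequences its level was 9.08 ± 0.24 with Seq1 and 9.08 ± 0.25 with Seq2 (SD, n = 3). REL, which encodes the subunit c-Rel, fell by 0.31 to 80.9% of its control level (11.36 ± 0.08 against 11.05 ± 0.11, SD, n = 6, exact permutation p = 0.00216, limma adjusted p = 0.013). RELB, the usual partner of p52, did not pass, with a change of 0.12 and a 95% interval from -0.04 to 0.27 (limma adjusted p = 0.652). NFKB1 (0.09, adjusted p = 0.567) and RELA (-0.12, adjusted p = 0.733) did not pass either. All 6 differences within replicate numbers lay below 0 for RELA and above 0 for RELB. Blocked 95% intervals left out 0 for both, at -0.2 to -0.03 for RELA (blocked adjusted p = 0.0958) and 0.02 to 0.22 for RELB (blocked adjusted p = 0.153). Within the scan day of replicates 2 and 3 NFKB2 changed by -1.51 (exact permutation p = 0.0286), and within that of replicate 1 by -1.48, where 2 arrays against 2 cannot give an exact p below 0.333.

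**Figure D1:**
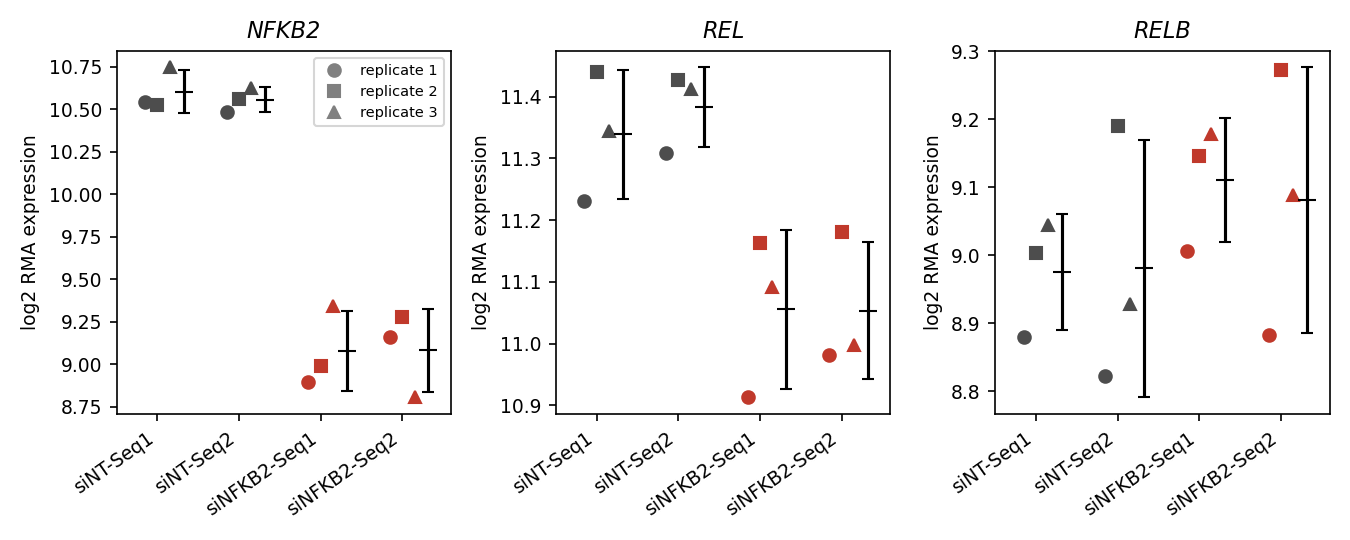
Level of NFKB2, REL and RELB on each array (log2 RMA expression) by siRNA sequence, where symbols mark the replicate number and bars the mean ± SD of 3 arrays. NFKB2 lay between 8.81 and 9.35 in all siNFKB2 arrays and between 10.48 and 10.75 in all siNT arrays, while the arms overlapped for RELB.

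PRICKLE1 (transcript cluster 7962375), a component of planar cell polarity signalling, rose most after NFKB2 knockdown, from 9.24 ± 0.21 to 10.38 ± 0.25 (SD, n = 6), which is 2.2-fold (change 1.14, SE 0.12, adjusted p = 0.000184). It was followed by CYP4F12, a cytochrome P450 enzyme (0.87, SE 0.16, adjusted p = 0.00958), FAR2, a fatty acyl-CoA reductase (0.8, SE 0.1, adjusted p = 0.000819), and STARD5, a lipid-binding protein with a START domain (0.79, SE 0.1, adjusted p = 0.000819). PLA2G4F, a cytosolic phospholipase (0.77), PRKG2, a cGMP-dependent protein kinase (0.72), SLC9A9, an endosomal sodium-proton exchanger (0.68), and CYP4X1, another cytochrome P450 (0.64), rose as well. CDH1, which encodes the epithelial adhesion molecule E-cadherin, rose 1.56-fold from 7.25 ± 0.22 to 7.89 ± 0.21 (SD, n = 6, adjusted p = 0.00667). SPTB, the erythroid beta-spectrin (0.58), APOD, apolipoprotein D (0.57), and INHBA, a subunit of activins (0.57), complete the 12 genes that rose most. Levels in siNT arrays lay near the filter limit of 6 for CYP4F12 (6.45), CYP4X1 (6.61) and PRKG2 (6.68).

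After NFKB2, PAMR1 (transcript cluster 7947512) fell by 0.99 from 7.9 ± 0.22 to 6.92 ± 0.13 (SD, n = 6, SE 0.09, adjusted p = 0.000127), and TMPRSS3, a membrane-bound serine protease, by 0.87 (SE 0.2, adjusted p = 0.0369). HVCN1, the voltage-gated proton channel of B cells, fell by 0.78 (SE 0.08, adjusted p = 0.000184), and PDGFRL, a protein related to the PDGF receptor, by 0.73. CCL22, a chemokine by which Hodgkin and Reed-Sternberg cells attract T cells, dropped by 0.73, from 9.68 ± 0.25 to 8.95 ± 0.24 (SD, n = 6, 1.66-fold, adjusted p = 0.00681). ALCAM, an adhesion molecule that binds CD6 on T cells, fell by 0.72, the potassium channel gene KCNN1 by 0.71, PHF19, a cofactor of the Polycomb repressive complex, by 0.67, and SEMA7A, a membrane-anchored semaphorin, also by 0.67. HEY1, a transcriptional repressor downstream of Notch, fell by 0.65. LTA, the gene of the cytokine lymphotoxin alpha, also fell by 0.65, from 13.7 ± 0.08 to 13.05 ± 0.19 (SD, n = 6).

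Of 14231 genes, 263 (1.85%) passed, 111 higher and 152 lower in siNFKB2 arrays, and 2 of them (NFKB2 and PRICKLE1) changed more than 2-fold. The median size was 0.34. All 6 differences within replicate numbers had the direction of the arm for 262 of the 263 genes, which their selection favours. With the replicate number as a block, 1088 genes passed (439 higher, 649 lower), and with the scan day as a covariate 759 (303 higher, 456 lower), all 263 included in both. Within scan days, 344 passed in replicates 2 and 3, of which 202 were among the 263, and NFKB2 alone in replicate 1. The count was 174 without siNT-Seq1 replicate 1, 156 without siNFKB2-Seq1 replicate 2, 162 without siNFKB2-Seq2 replicate 3, 46 without replicate 2 and 36 without replicate 3. It was 149 in the 4-group fit. Of the genes above, the call was lost without any 1 of the arrays for PLA2G4F (except siNFKB2-Seq1 replicates 2 and 3 and siNFKB2-Seq2 replicate 1) and for TMPRSS3 and HEY1 (except siNT-Seq1 replicate 2 and siNFKB2-Seq1 and Seq2 replicate 1). It was lost in the same way for CYP4X1 (except replicate 1 of siNT-Seq2, siNFKB2-Seq1 and siNFKB2-Seq2, siNFKB2-Seq1 replicate 2 and siNT-Seq1 replicate 3), and for APOD without siNFKB2-Seq2 replicate 3. Over all alternatives that left out at most 1 array, adjusted p reached 0.132 for PLA2G4F, 0.127 for TMPRSS3, 0.138 for HEY1, 0.103 for CYP4X1 and 0.0759 for APOD. With the methods' t-test CYP4F12 (adjusted p = 0.056), APOD, PLA2G4F, TMPRSS3, HEY1 and CYP4X1 lost the call. In the 4-group fit PLA2G4F, TMPRSS3, HEY1 and CYP4X1 lost it too. HEY1 also lost it without the filter. Median centring and a second quantile normalization were run separately, and HEY1 lost the call with 1 of them and kept it with the other.

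**Figure D2:**
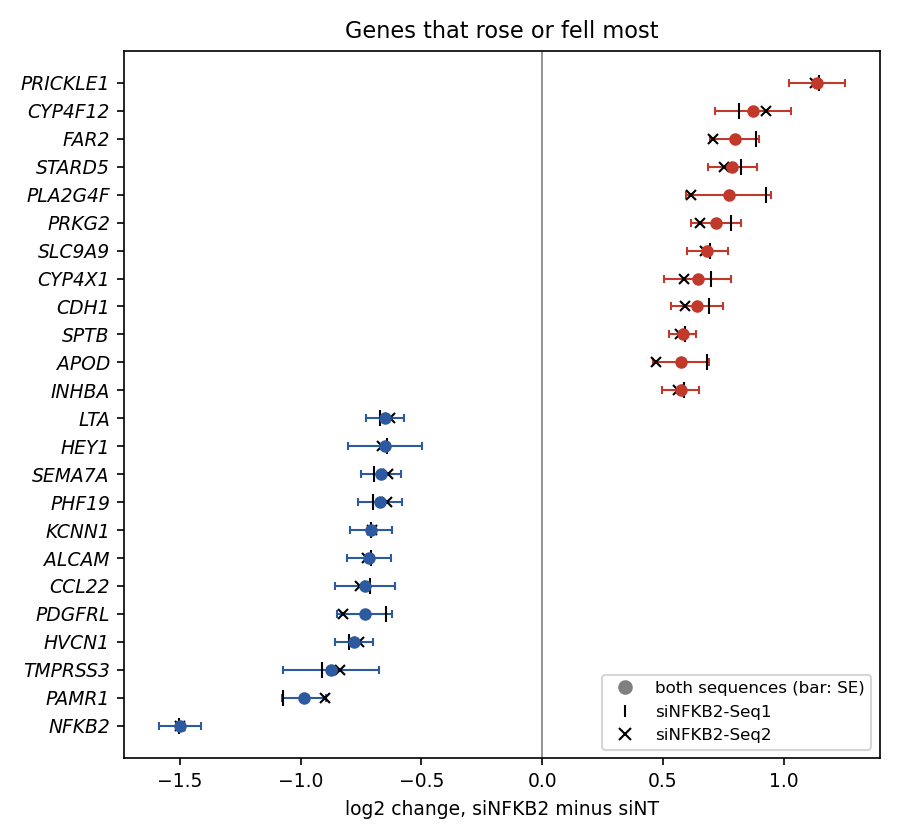
Log2 change, siNFKB2 minus siNT, of the 12 genes that rose most (red) and the 12 that fell most (blue), where bars show ± 1 SE, and black marks the change with each sequence against all siNT arrays. Changes ranged from -1.5 for NFKB2 to 1.14 for PRICKLE1; the rule that chose these genes required 1 direction in all 6 differences.

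Of 48 measured genes that the study lists as activated by p52/RelB and that are high in Hodgkin cells, 19 fell and 0 rose over all genes tested, and 27 fell adjusted over the list alone (blocked, 33 fell over all genes). The study may have chosen the list on these arrays, so these counts are not independent evidence. Examples are FLVCR2 (-0.58, adjusted p = 0.000437), LTA (-0.65), SEMA7A (-0.67) and TFDP2, a partner of E2F factors (-0.39, adjusted p = 0.000961). The list median was -0.27 (camera adjusted p = 1.5e-28, and adjusted p = 0.00628 with an estimated correlation), -0.31 within replicates 2 and 3 and -0.27 within replicate 1. Of 39 p52/RelB-repressed genes that are low in Hodgkin cells, 9 rose and 0 fell, and 24 rose adjusted over the list alone (blocked, also 24 over all genes), again with a list that is not independent evidence. They include STARD5 (0.79), the kinase gene STK17B (0.46, adjusted p = 0.00243), the protocadherin PCDH9 (0.55, adjusted p = 0.00423) and PTK2, which encodes focal adhesion kinase (0.42, adjusted p = 0.00688). Their median was 0.22 (camera adjusted p = 3.51e-27, and adjusted p = 0.00628 with an estimated correlation), 0.23 within replicates 2 and 3 and 0.18 within replicate 1.

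Among 33 genes that the study lists as activated by the canonical dimer p50/RelA, 12 fell and 0 rose (21 and 1 adjusted over the list alone, blocked 19 and 1), with CD80, a costimulatory ligand for T cells (-0.35, adjusted p = 0.000768), SEMA7A (-0.67), TFDP2 (-0.39) and EBI3, a subunit of the cytokines IL-27 and IL-35 (-0.37, adjusted p = 0.0013). The median was -0.25 (camera adjusted p = 2.62e-17, and adjusted p = 0.00725 with an estimated correlation), -0.26 within replicates 2 and 3 and -0.19 within replicate 1. The study chose this list on separate arrays, with siRNA against NFKB1 and RELA. Of the 33 genes 18 also stand in another study list and may have been chosen on the arrays analysed here. The counts above mix both kinds of genes and are not fully independent evidence. Of 8 repressed genes, 2 rose, PCDH9 and SMIM14. Adjusted over the list alone 5 rose, and blocked 5 rose and 1 fell. Of the 8 genes 4 also stand in another study list, so these counts are likewise not fully independent. ARHGAP24 (0.23, adjusted p = 0.275, blocked 0.0142) and CYSLTR1, a leukotriene receptor (0.28, adjusted p = 0.298, blocked 0.029), did not pass. This list had a median of 0.19 (camera adjusted p = 0.000286), 0.2 within replicates 2 and 3 and 0.19 within replicate 1. Its call was lost at adjusted p = 0.162 with an estimated correlation.

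Of 42 measured classical NF-kB target genes 7 fell and 0 rose. Adjusted over the list alone 18 fell and 2 rose, and blocked 15 fell and 2 rose over all genes. Those that fell include the siRNA target NFKB2, LTA, CD80 and BCL2L1, the gene of the apoptosis inhibitor BCL-XL, at -0.51 (adjusted p = 0.000768). The median was -0.1 (camera adjusted p = 5.7e-07, and adjusted p = 0.0354 with an estimated correlation), -0.1 within replicates 2 and 3 and -0.12 within replicate 1, and 19 of the 42 genes also stand in the study's lists. Without NFKB2 the other 41 genes gave adjusted p = 1.36e-05, a call lost at adjusted p = 0.0508 with an estimated correlation. Cytokines, chemokines and their receptors gave 6 genes that fell and 1 that rose of 34 (13 and 2 adjusted over the list alone, blocked 14 and 3). LTA, EBI3 and CCL22 fell, and IL4R, the receptor chain shared by IL-4 and IL-13, rose by 0.24 (adjusted p = 0.0165). Their median was -0.1 (camera adjusted p = 0.000212, and adjusted p = 0.0355 with an estimated correlation), -0.09 within replicates 2 and 3 and -0.12 within replicate 1. Among 16 feedback regulators BCL3, a nuclear IkB protein that binds p52 (-0.43, adjusted p = 0.0165), and BIRC2, which encodes the ubiquitin ligase cIAP1 (-0.35, adjusted p = 0.0408), fell, and 4 fell and 2 rose adjusted over the list alone (blocked, 5 and 2). The methods' t-test called neither BCL3 (adjusted p = 0.0607) nor BIRC2. TNFAIP3, the gene of the NF-kB inhibitor A20 (-0.46, adjusted p = 0.0559, blocked 0.000397), and TRAF1 (-0.27, adjusted p = 0.0973, blocked 0.0136) did not pass, and the list did not either (median -0.01, mean -0.06, camera adjusted p = 0.385). Of the 5 subunit genes 2 fell, NFKB2 and REL, also adjusted over the list alone. For them camera gave an adjusted p of 0.0108 (median -0.12), and adjusted p = 0.218 with an estimated correlation. This list holds the siRNA target, and its other 4 genes, REL included, did not pass as a list (median -0.01, 2 higher and 2 lower, adjusted p = 0.582). With NFKB2 the adjusted p was 0.0743 without siNFKB2-Seq2 replicate 1, 0.0803 within replicates 2 and 3 and 0.0017 within replicate 1.

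Camera placed 12 inhibitors of apoptosis lower as a list (median -0.21, adjusted p = 1.55e-05), a call lost at adjusted p = 0.165 with an estimated correlation. Of the 12 inhibitors 4 fell (6 adjusted over the list alone): BCL2L1, IER3, an immediate early survival gene (-0.61, adjusted p = 0.00677), BIRC2 and GADD45B, a stress-induced regulator of kinase signalling (-0.49, adjusted p = 0.0499). Calls of BIRC2 and GADD45B were lost without most single arrays, all except siNFKB2-Seq2 replicates 1 and 2 for BIRC2 and all except siNFKB2-Seq2 replicate 1 and siNT-Seq1 replicate 2 for GADD45B, with adjusted p up to 0.106 and 0.142. Both calls were also lost with the methods' t-test and in the 4-group fit. That of GADD45B was lost without the filter as well. Of median centring and a second quantile normalization, run separately, 1 lost the call of GADD45B and the other kept it. The list median was -0.26 within replicates 2 and 3 and -0.11 within replicate 1. Of 21 effectors and death receptors 0 passed, also adjusted over the list alone (blocked, 2 rose and 2 fell). FAS, the death receptor (0.21, adjusted p = 0.0997, blocked 0.028), BAK1, a pore-forming BCL2 relative (0.17, adjusted p = 0.278, blocked 0.027), PMAIP1, which encodes NOXA (-0.25, adjusted p = 0.324, blocked 0.00261), and TNFRSF10B, a TRAIL receptor (-0.21, adjusted p = 0.35, blocked 0.0349), pointed both ways (list median -0.03, camera adjusted p = 0.99). Of 21 p53 target genes 0 passed (2 rose and 2 fell adjusted over the list alone, blocked 2 and 3), with AEN at -0.2 (adjusted p = 0.0608, blocked 0.00571), DDB2 at 0.2 (adjusted p = 0.161, blocked 0.0169) and RRM2B at -0.19 (adjusted p = 0.196, blocked 0.0437) beside FAS, and a median of -0.03 (camera adjusted p = 0.499).

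Of 22 B-cell identity genes, whose loss is a hallmark of Hodgkin and Reed-Sternberg cells, 1 rose, FCER2, the low-affinity IgE receptor CD23 (0.31, adjusted p = 0.0157). Adjusted over the list alone 3 rose and 2 fell, and blocked 3 and 3. LYN, the B-cell receptor kinase (-0.16, adjusted p = 0.0698, blocked 0.019), ETS1 (0.24, adjusted p = 0.0937, blocked 0.00389) and PTPN6, the phosphatase SHP-1 (0.37, adjusted p = 0.127, blocked 0.000179), did not pass, nor did the list (median -0.05, camera adjusted p = 0.75). Among 21 genes of other lineages HEY1 fell, also adjusted over the list alone (blocked, 2 fell), while GATA3, a T-cell factor (-0.24, adjusted p = 0.243, blocked 0.00103), ID1 (0.2, adjusted p = 0.317) and CD4 (0.14, adjusted p = 0.33) did not pass. Their median (0.02) and camera's direction (higher, adjusted p = 0.501) opposed their mean (-0.02). Of 19 genes of the JAK-STAT pathway, the kinase genes TYK2 (0.35, adjusted p = 0.016) and JAK3 (0.25, adjusted p = 0.0464) rose and PIM2, a survival kinase downstream of STATs, fell by 0.28 (adjusted p = 0.00576). Adjusted over the list alone 4 rose and 2 fell, and blocked 4 and 3. The call of JAK3 was lost without any array except siNT-Seq1 replicate 2 and siNFKB2-Seq1 and Seq2 replicate 1, with adjusted p up to 0.111. It was also lost with the methods' t-test, in the 4-group fit and without the filter. Of median centring and a second quantile normalization, run separately, 1 lost it as well and the other kept it. JAK2 did not pass (0.23, adjusted p = 0.0511, blocked 0.00355), and the list median was 0.04 (camera adjusted p = 0.252). None of 14 AP-1 factor genes passed, adjusted over all genes or over the list alone, with JUN at -0.24 (adjusted p = 0.166), BATF2 at -0.17 (adjusted p = 0.201), JUNB at -0.15 (adjusted p = 0.298) and FOSL2 at -0.21 (adjusted p = 0.481). The AP-1 median was 0 while the mean was -0.04 and camera's direction lower (adjusted p = 0.358, 0.0322 without siNT-Seq1 replicate 2).

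Of 18 antigen presentation genes, HLA-DPB1, a chain of an MHC class II molecule, fell by 0.28 (adjusted p = 0.0175), and 5 fell adjusted over the list alone (blocked, 6 fell over all genes); 16 of the 18 changes were below 0. The proteasome activator PSME1 (-0.21, adjusted p = 0.102, blocked 0.0289) and the MHC class II loading factors HLA-DMB (-0.18, adjusted p = 0.114, blocked 0.0203) and HLA-DMA (-0.26, adjusted p = 0.147, blocked 0.0055) did not pass. The list median was -0.1 (camera adjusted p = 2.69e-05, and adjusted p = 0.0354 with an estimated correlation), -0.1 within replicates 2 and 3 and -0.11 within replicate 1. Of 34 type I interferon response genes 3 rose, IFI44L (0.53, adjusted p = 0.00222), IFI44 (0.54, adjusted p = 0.0155) and XAF1, an antagonist of the apoptosis inhibitor XIAP (0.41, adjusted p = 0.0389); 6 rose and 1 fell adjusted over the list alone (blocked, 6 and 2), and OAS3, an antiviral synthetase (0.25, adjusted p = 0.0643, blocked 0.02), did not pass. The call of XAF1 was lost without any array except siNT-Seq1 replicate 2 and siNFKB2-Seq2 replicate 1, with adjusted p up to 0.112. It was also lost in the 4-group fit and, like that of IFI44 (0.0657), with the methods' t-test. The list had a median of 0.03 and a camera adjusted p of 0.0195, and adjusted p = 0.433 with an estimated correlation. Its adjusted p was 0.307 with fry, 0.0595 blocked, 0.0887 with the scan day as a covariate, 0.12 within replicates 2 and 3 and 0.0954 within replicate 1. It was 0.159 without siNFKB2-Seq1 replicate 1, 0.0936 without siNT-Seq2 replicate 2, 0.0721 without siNT-Seq1 replicate 3 and 0.293 without replicate 2.

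Camera placed 19 cholesterol synthesis genes higher as a list (median 0.09, adjusted p = 4.68e-05), a call lost at adjusted p = 0.212 with an estimated correlation and at 0.0676 with fry. None of the 19 passed (0 of 19, and 2 rose adjusted over the list alone), while 4 rose with the replicate number as a block, LSS, CYP51A1, TM7SF2 and EBP (0.14, adjusted p = 0.366, blocked 0.023), the last named after its values were seen. Changes lay above 0 for 17 of them, with LSS, lanosterol synthase (0.16, adjusted p = 0.0656, blocked 0.0155), CYP51A1, lanosterol demethylase (0.17, adjusted p = 0.0801, blocked 0.0183), TM7SF2, a sterol reductase (0.19, adjusted p = 0.227, blocked 0.0275), and DHCR7, the reductase of the last step (0.17, adjusted p = 0.319), at the front. The median was 0.08 within replicates 2 and 3 and 0.12 within replicate 1. For 28 genes of the unfolded protein response the camera call was lower (median -0.07, adjusted p = 0.0118), and it was lost at adjusted p = 0.214 with an estimated correlation and at 0.0507 with fry. Of the 28, 0 passed (3 fell adjusted over the list alone, blocked 5). PPP1R15A, a phosphatase subunit that restores translation after stress (-0.48, adjusted p = 0.0742, blocked 0.0151), HERPUD1, a factor of protein degradation at the endoplasmic reticulum (-0.42, adjusted p = 0.0973, blocked 0.00597), the chaperone HYOU1 (-0.16, adjusted p = 0.119, blocked 0.0112) and the stress factor DDIT3 (-0.46, adjusted p = 0.311, blocked 0.0258) had the smallest p. Their median was -0.06 within replicates 2 and 3 (adjusted p = 0.14) and -0.09 within replicate 1, and the list did not pass without siNT-Seq1 replicate 1 (0.0567) or without replicate 3 (0.144).

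For 36 ribosomal protein genes the camera call was lower (median -0.04, adjusted p = 0.0179), and it was lost at adjusted p = 0.433 with an estimated correlation and at 0.174 with fry. None passed (0 of 36 over all genes or over the list alone). RPL7A (-0.16, adjusted p = 0.224), RPLP2 (-0.13, adjusted p = 0.286), RPS4X (-0.1, adjusted p = 0.515) and RPS9 (-0.16, adjusted p = 0.546) had the smallest p, and the list median was -0.05 within replicates 2 and 3 and 0 within replicate 1 (adjusted p = 0.497). The adjusted p of the list was 0.0795 without siNT-Seq1 replicate 1, 0.0604 without siNT-Seq2 replicate 1, 0.0635 without siNFKB2-Seq2 replicate 2, 0.0798 without siNFKB2-Seq2 replicate 3, 0.0705 without replicate 2 and 0.0863 without replicate 3. Of 50 cell cycle genes CCNB2, a mitotic cyclin, fell by 0.26 (adjusted p = 0.0428, also 1 adjusted over the list alone, blocked 4 fell and 1 rose), a call lost without any array except siNT-Seq2 replicates 1 and 2 and siNFKB2-Seq2 replicate 3, with adjusted p up to 0.107. The call of CCNB2 was also lost with the methods' t-test, in the 4-group fit, without the filter, with median centring and with a second quantile normalization. PLK1, a mitotic kinase (-0.21, adjusted p = 0.204, blocked 0.00307), MCM10 (-0.3, adjusted p = 0.279, blocked 0.00419) and CDK2 (0.16, adjusted p = 0.315, blocked 0.0128) did not pass. The cell cycle list had a median of -0.04 (camera adjusted p = 0.131), -0.03 within replicates 2 and 3 and -0.06 within replicate 1 (adjusted p = 0.000331), and passed without siNT-Seq2 replicate 2 (0.0154), siNFKB2-Seq1 replicate 3 (0.00948), replicate 2 (0.0461) or replicate 3 (0.0199). Of 9 reference genes 0 passed, over all genes or over the list alone (blocked, 1 fell). TFRC (-0.26, adjusted p = 0.19, blocked 0.00278), HPRT1 (-0.13, adjusted p = 0.379), GUSB (0.09, adjusted p = 0.528) and ACTB (-0.07, adjusted p = 0.529) had a list median of -0.05 (camera adjusted p = 0.15, fry adjusted p = 0.00927).

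Markers of cells other than B cells did not pass as lists. Of 7 T-cell and NK-cell markers 0 passed, over all genes or over the list alone (blocked, 1 fell). UBASH3A stood at -0.36 (adjusted p = 0.231, blocked 0.00346), CD8A at 0.05, GNLY at -0.04 and NKG7 at 0.04 (list median -0.01, camera adjusted p = 0.633). Of 8 myeloid markers 0 passed on either basis, with ITGAM at 0.09, CD68 at 0.06, ELANE at -0.03 and CD14 at 0.03 (median 0.02, camera adjusted p = 0.385). Of 12 fibroblast and epithelial markers CDH1 rose, and adjusted over the list alone 1 rose and 1 fell (blocked, 2 and 1), while COL1A1 (-0.17, adjusted p = 0.146, blocked 0.0411), ACTA2 (0.29, adjusted p = 0.332, blocked 0.0368) and CLDN4 (-0.08, adjusted p = 0.62) did not pass (median 0.03, camera adjusted p = 0.252).

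Of 19 measured genes that the study's text names, 4 fell (BCL2L1, CCL22, BIRC2 and HEY1) and CDH1 rose. Adjusted over the list alone 8 fell and 3 rose, as also blocked over all genes, which is not independent evidence since the study picked its genes on data that may include these arrays. CD40, a costimulatory receptor of B cells (-0.26, adjusted p = 0.141, blocked 0.00153), the transcription factor genes IRF5 (-0.25, adjusted p = 0.149, blocked 0.000551), STAT5A (-0.4, adjusted p = 0.16, blocked 0.00105) and BCL6 (-0.28, adjusted p = 0.527, blocked 0.0259), and the chemokine receptor gene CCR7 (-0.1, adjusted p = 0.526) did not pass. NFKBIA, which encodes the NF-kB inhibitor IkB-alpha, stayed at 12.69 ± 0.1 against 12.7 ± 0.11 (SD, n = 6, adjusted p = 0.999), and JAK1 (0.1), CCND2 (0.12), CFLAR (0.1), LEF1 (0.05) and VCAM1 (-0.05) did not pass either. The list median was -0.1 (camera adjusted p = 0.038), -0.13 within replicates 2 and 3 (adjusted p = 0.113) and -0.16 within replicate 1 (adjusted p = 0.000674), with adjusted p = 0.162 with an estimated correlation. The list did not pass without siNT-Seq1 replicate 1 (0.0503), siNT-Seq2 replicate 1 (0.0645), siNFKB2-Seq1 replicate 1 (0.0984), siNT-Seq2 replicate 2 (0.0663), siNT-Seq2 replicate 3 (0.0631), siNFKB2-Seq1 replicate 3 (0.0512) siNFKB2-Seq2 replicate 3 (0.0601) or replicate 3 (0.116), nor with the filter at 7 (0.0642).

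In all, 14 of the 26 lists passed with camera, 10 lower and 4 higher. With an estimated correlation 6 kept the call: the p52/RelB-activated and p52/RelB-repressed genes, the p50/RelA-activated genes, classical NF-kB targets, cytokines and antigen presentation. These lists share genes and are not all separate findings. Another list also holds 35 of 42 classical targets, 19 of 34 cytokine genes and 30 of 33 p50/RelA-activated genes. For p52/RelB-activated genes it was 22 of 48, for p52/RelB-repressed genes 9 of 39 and for antigen presentation 2 of 18. With NFKB2 left out of the lists that hold it, an alternative chosen after seeing the data, 13 of the 26 passed, the subunit list being the 1 lost, and the classical targets did not pass with an estimated correlation (adjusted p = 0.0508). Fry called 11 lists, and 13 passed with the replicate number as a block or with the scan day as a covariate, the type I interferon list being the 1 lost in each. Within the scan days, lists that did not pass above had medians between -0.07 and 0.07. Among the genes named, 1 array stood far from the others of its arm for PRICKLE1, CCND2, CD8A, CLDN4, DDB2, ELANE, HYOU1, ID1, JAK2, LSS and PSME1.

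**Figure D3:**
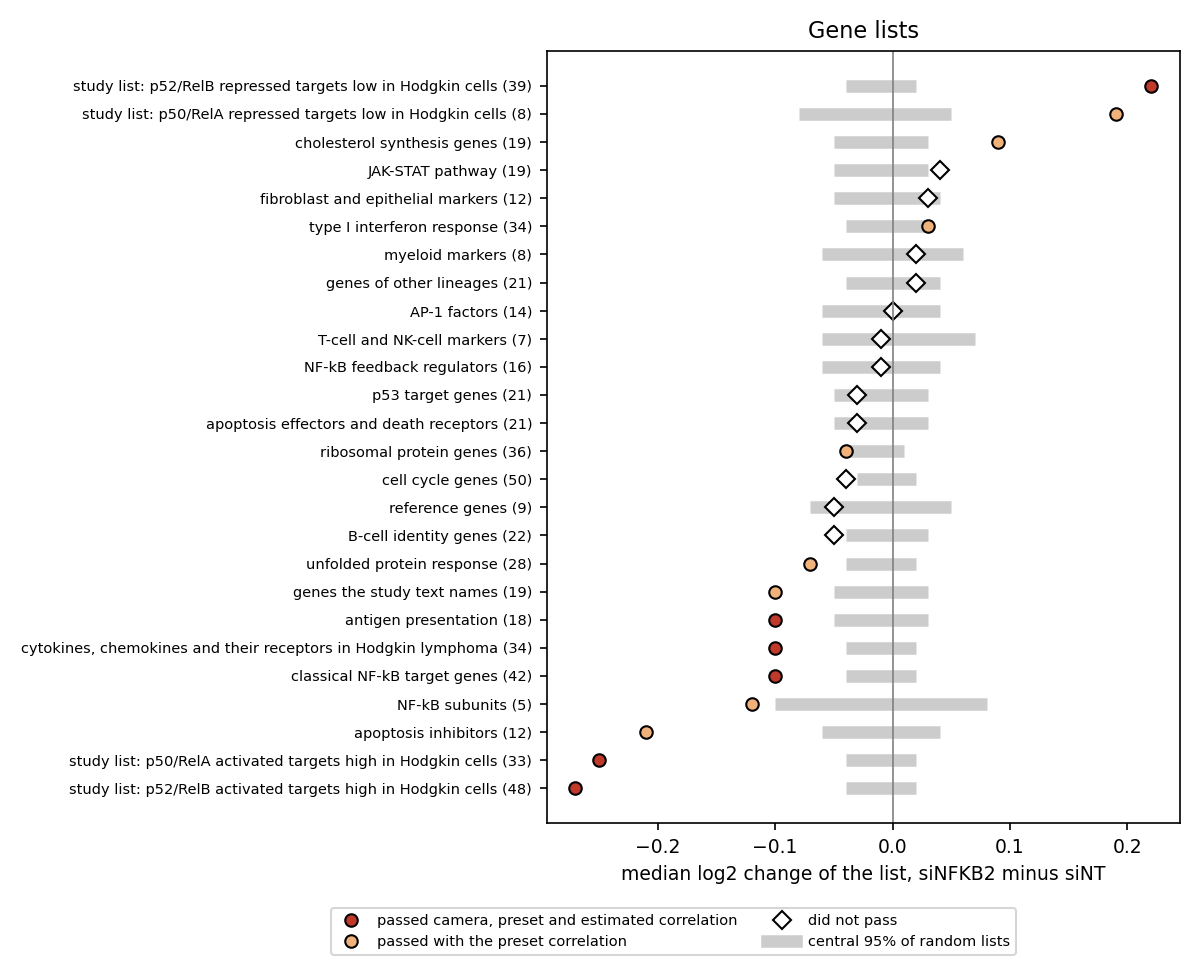
Median log2 change, siNFKB2 minus siNT, of each of the 26 gene lists with the number of measured genes in brackets, where grey bars give the central 95% of medians of 10000 random lists of the same size and mean expression. Medians ran from -0.27 for the p52/RelB-activated genes to 0.22 for the p52/RelB-repressed genes, and 6 lists passed with both correlation settings of camera.

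With siNFKB2-Seq1 alone, PRICKLE1 (1.15, SE 0.14, adjusted p = 0.00759), FAR2 (0.88, SE 0.11, adjusted p = 0.00788), STARD5 (0.82), PRKG2 (0.78) and SLC9A9 (0.69) rose most against all siNT arrays among genes past the threshold. NFKB2 (-1.5, SE 0.12, adjusted p = 0.000196), PAMR1 (-1.07, SE 0.12, adjusted p = 0.00409), HVCN1 (-0.8), KCNN1 (-0.71) and ALCAM (-0.71) fell most among genes past the threshold. In total 29 genes passed (11 higher, 18 lower), and 515 with the replicate number as a block (244 higher, 271 lower), the 29 included. With the scan day as a covariate 301 passed and 9 within replicates 2 and 3, while within replicate 1 a sequence has 1 array. The count was 10 against siNT-Seq1 alone and 3 with the methods' t-test. It was 13 without siNT-Seq1 replicate 1, 12 without siNFKB2-Seq1 replicate 1, 9 without siNT-Seq2 replicate 2 and 4 without siNFKB2-Seq1 replicate 2. It was 9 without siNT-Seq1 replicate 3, 11 without siNT-Seq2 replicate 3, 9 without replicate 1, 0 without replicate 2 (613 at unadjusted p under 0.05) and 1 without replicate 3. Without siNFKB2-Seq1 replicate 3 the balance of directions turned, with 20 genes, 14 higher and 6 lower.

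With siNFKB2-Seq2 alone, PRICKLE1 (1.13, SE 0.14, adjusted p = 0.00936), STARD5 (0.75), FAR2 (0.71), SLC9A9 (0.67) and SPTB (0.57, SE 0.07, adjusted p = 0.00936) rose most among genes past the threshold. NFKB2 (-1.5, SE 0.12, adjusted p = 0.000202), PAMR1 (-0.9, SE 0.12, adjusted p = 0.00936), PDGFRL (-0.82), HVCN1 (-0.76) and ALCAM (-0.72) fell most among genes past the threshold. Here 36 genes passed (12 higher, 24 lower, 66.7% lower, 77.8% of 27 were lower after median centring), and 525 with the replicate number as a block (175 higher, 350 lower), the 36 included. With the scan day as a covariate 309 passed and 34 within replicates 2 and 3. The count was 2 against siNT-Seq2 alone, 5 with the methods' t-test and 17 over all kept clusters. It was 18 without siNT-Seq1 replicate 1, 20 without siNT-Seq1 replicate 2, 7 without siNT-Seq2 replicate 2 and 4 without siNFKB2-Seq2 replicate 2. It was 8 without siNT-Seq1 replicate 3, 18 without siNT-Seq2 replicate 3, 23 without siNFKB2-Seq1 replicate 3, 1 without siNFKB2-Seq2 replicate 3, 0 without replicate 2 (624 at unadjusted p under 0.05) and 1 without replicate 3.

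Set directly against each other, the siNFKB2 sequences gave no gene past the threshold, with NFKB2 itself at a difference of -0.004. In limma 0 of 14231 genes passed, 89 had an unadjusted p under 0.05, and the counts were also 0 with the replicate number as a block, with the scan day as a covariate, within replicates 2 and 3 and with the methods' t-test. The smallest p on the side higher with Seq1 belonged to USP27X-DT (0.43), HBB (0.29), SOX15 (0.32), XAGE-4 (0.33) and LINC01521 (0.27), and on the side higher with Seq2 to FAM169BP (-0.37), MTNR1A (-0.28), KCNA7 (-0.28), ABCG1 (-0.26) and FGF19 (-0.19), all with an adjusted p of 1.

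Changes with Seq1 and with Seq2, each against its own control sequence, correlated at Pearson r = 0.584 (Spearman rho = 0.427) over the 14231 genes, which are not independent replicates, and 62.3% of all genes had the same sign with both. The correlation was 0.446 without siNT-Seq2 replicate 3 and 0.417 without replicate 3. Simulated arrays with no effect gave r = -0.0017 with separate controls. The spread of simulated r over draws is not given here, and genes that vary together could widen it. The simulated r is therefore no test of the observed r. Against all 6 siNT arrays r was 0.813, where such simulated arrays gave 0.332 through the shared controls. The covariance was 0.0106 against a simulated 0.00165, and 0.00871 with separate controls. Both sequences called 26 genes (9 higher, such as PRICKLE1 and SLC9A9, and 17 lower, such as NFKB2 and PAMR1), and all 6 siNT arrays served for both. Simulated arrays with no effect and the same shared controls gave a mean of 0 such genes over 50 draws. Independent lists of these lengths share 0.0093 and 0.03, a value that leaves out the shared controls as the simulation leaves out real effects, so the excess over neither is called a shared effect. With separate controls 10 and 2 genes passed and 2 were shared, and with the replicate number as a block 369 and 225 passed and 141 were shared, against 0.909 higher and 1.95 lower for independent lists, although both take 1 estimate of the spread.

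**Figure D4:**
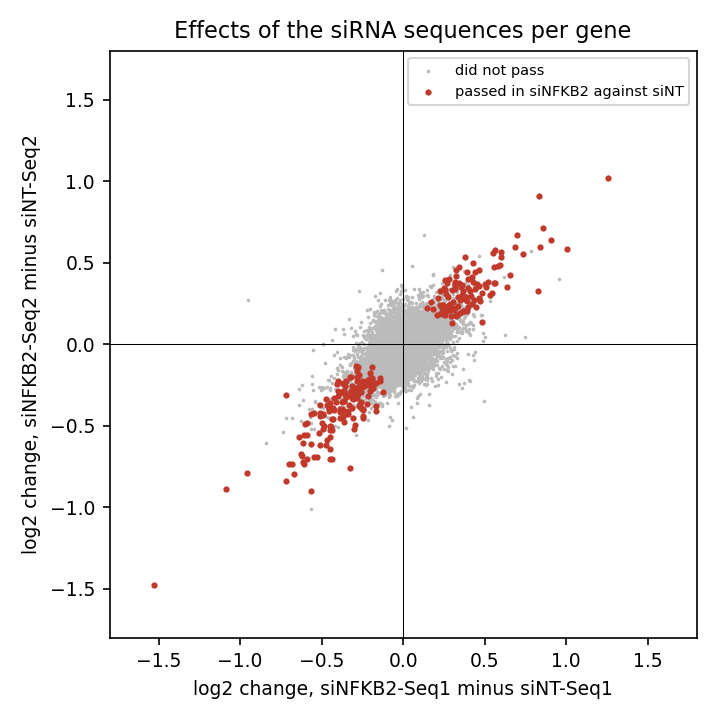
Log2 change of each of 14231 genes with siNFKB2-Seq1 minus siNT-Seq1 (horizontal) and with siNFKB2-Seq2 minus siNT-Seq2 (vertical), where red marks the 263 genes that passed in siNFKB2 against siNT. Over all genes Pearson r was 0.584 and 62.3% had the same sign, while the red genes were chosen on the mean of both axes.

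The siNT sequences served as background. No gene passed between siNT-Seq1 and siNT-Seq2 in limma (0 of 14231, 301 at unadjusted p under 0.05, 0 with the methods' t-test). With the replicate number as a block 5 passed, all lower with Seq1, and 1 with the scan day as a covariate, within replicates 2 and 3 or without siNT-Seq1 replicate 1. PSG4 (0.44), FXYD3 (0.33), RDH8 (0.3), OR10P1 (0.3) and GLTPD2 (0.32) had the smallest p on the side of Seq1, and LINC00310 (-0.5), the small nucleolar RNA genes SNORA55 (-0.38), SNORA80E (-0.91) and SNORD94 (-0.53), and POLQ, a DNA repair polymerase (-0.33), on the side of Seq2, all with an adjusted p of 1. Genes of other lineages differed as a list (median 0.06, camera adjusted p = 0.0127), the 1 list of 26 that passed here; 0 lists passed between the siNFKB2 sequences.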

Values the study reported

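For combined knockdowns of 2 subunits in the same cell line, the study reported that repression by the dimer accounted for 22% of the genes that p50/RelA regulated and for 36% of those that p52/RelB regulated. A total of 123 direct targets differed in Hodgkin tumour cells from patients compared with other malignant and normal B cells.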

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

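Among the tests below, those of effects of a single siRNA sequence, of the level of RELB and of the number of lists over splits that part each replicate number were chosen after the result was seen.

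The change of 263 genes is unlikely to rest on the grouping by chance, since 4 of 100 splits of the 12 arrays, the real one included, gave as many; the others reached up to 588 and put all 4 replicate 1 arrays on 1 side, which points to the replicate and scan day structure, while the 23 splits drawn with 2 arrays of each number per side gave at most 0. With the replicate number as a block the real split gave 1088 genes and the highest of the other 99 gave 16, so 1 of 100 was as large. Effects of 1 siRNA sequence on other transcripts argue poorly for the whole pattern: of the 100 genes of smallest p with 1 sequence, 98% or more went the same way with the other sequence and its own control. A replicate or scan day effect is also argued against, as 97% of the 100 genes chosen in replicates 2 and 3 went the same way in replicate 1. It stays open how far responses common to both NFKB2 sequences but not due to NFKB2 contribute, and loss of NFKB2 remains the hypothesis that the design offers.

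The study's lists of p52/RelB targets passed in arrays whose labels name NFKB2 as the only target. A fall of RELB mRNA is argued against by the lower 95% limit of its change, -0.04 (upper limit 0.27). RELB was also higher in all 6 differences within replicate numbers (blocked 95% interval 0.02 to 0.22). These values argue against an added RELB siRNA that lowered RELB mRNA, but the sources do not settle whether RELB siRNA was given. The medians of -0.27 for activated and 0.22 for repressed genes lie outside the central 95% of random lists matched on expression (-0.04 to 0.02), which decides nothing if the study selected these genes on the same arrays. Part or all of the shift may come from that selection, which no test here can remove. Loss of p52 without a fall of RELB mRNA is a candidate explanation that protein levels in these cultures, not measured here, would have to test. After knockdown of p105/p50 and p100/p52, the study reported unchanged nuclear RelA, RelB and c-Rel protein.

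Camera placed the cholesterol synthesis genes higher as a list, and no single replicate or sequence carried this, since the list's median was at least 0.03 and at most 0.17 in all 6 differences within replicate numbers. A shift of genes of that expression level is argued against by the median of 0.09 against an upper bound of 0.03 for random lists. Between sequences of 1 arm the median differed by at most 0.021, against 0.093 between arms, but this argues only against differences between sequences, since replicate numbers cancel in it and the list's median differed by 0.12 between replicate 1 and replicates 2 and 3. The call was lost with an estimated correlation (adjusted p = 0.212) and with fry (0.0676), so whether these co-regulated genes moved as more than 1 shared fluctuation stays open. A response of sterol synthesis to NFKB2 loss is a hypothesis only.

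For the number of lists, 2 of 100 splits of the 12 arrays reached the 14 lists of the real split, with at most 15 in the others and a median of 4. Among the 24 of these splits with 2 arrays of each number on each side, 2 (8.33%) did. In a separate draw of 100 from the 108 splits of that kind it was 2 of 100, with at most 15 in the others. With the replicate number as a block 6 of 100 reached the 13 lists of the real split, with at most 15 in the others, so chance is not excluded for the number of lists with the block.

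The 9 siNFKB2-Seq1 and siNT arrays were regrouped into 3 and 6 within a 3-group fit. Of 84 splits, 2 gave at least the 49 genes of the real split. The other was replicate 1 against replicates 2 and 3 with 1817. Among the 27 splits with 1 array of each number the highest other was 0. For siNFKB2-Seq2 it was again 2 of 84, with 37 genes for the real split, 2473 for replicate 1 and at most 0 in the other splits with 1 array of each number. Setting siNFKB2-Seq1 against siNFKB2-Seq2 allows 10 splits, too few for a share under 0.05, and all 10 gave the 0 genes of the real one. The 10 splits of the siNT arrays are likewise too few, with 0 genes in the real one and at most 0 in the others.

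Arrays far from the other 5 of their arm appeared in 12 of 288 sets of 6 values tested, where chance alone gives about 1 in 20. PRICKLE1 was 8.84 in siNT-Seq1 replicate 1 and 9.23 to 9.46 in the other siNT arrays. In siNFKB2-Seq1 replicate 3, CCND2 was 11.66 against 11.39 to 11.45 in the other siNFKB2 arrays and CLDN4 was 6.63 against 6.5 to 6.53. In siNT-Seq2 replicate 1, CD8A was 7.04 against 7.34 to 7.44 in the other siNT arrays, ELANE 8.05 against 8.25 to 8.33 and PSME1 11.23 against 11.34 to 11.36. In siNT-Seq2 replicate 3, DDB2 was 9.29 against 9.52 to 9.61 and ID1 was 6.54 against 6.94 to 7.05. HYOU1 was 11.5 in siNT-Seq2 replicate 2 against 11.28 to 11.36, JAK2 was 10.52 in siNT-Seq1 replicate 3 against 10.69 to 10.76, and LSS was 10.64 in siNT-Seq1 replicate 1 against 10.73 to 10.76. The mean of the AP-1 factor genes, centred per gene, was -0.18 in siNT-Seq1 replicate 2 against 0.03 to 0.11 in the other siNT arrays.

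The 7713 kept transcript clusters without exactly 1 gene symbol entered no comparison above except the alternative over all kept clusters. Of these, 15 changed between siNFKB2 and siNT (7 higher, 8 lower) and 0 between the siNT sequences (252 at unadjusted p under 0.05). Of the 15, 9 carried several symbols and 6 had no gene name here. With the replicate number as a block 67 changed. The effect differed between the sequences, each against its own control, for 0 genes (limma; 156 at unadjusted p under 0.05; 0 with the replicate number as a block).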

How the results depend on the processing

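No named gene or list that had passed changed its direction under the alternatives run, nor did the NFKB2 level or the correlation of both sequences, while for siNFKB2-Seq1 against siNT the genes turned from 11 higher and 18 lower to 14 higher and 6 lower without siNFKB2-Seq1 replicate 3. Values within scan days for single sequences and for the gene lists, and lists without NFKB2, were chosen after seeing the data. Genes changed in siNFKB2 against siNT numbered 263, 1088 with the replicate block, 759 with the scan day as a covariate, 149 in the 4-group fit, 1024 in the 4-group fit with a replicate block, 1204 with the siRNA sequence as a random block (estimated correlation -0.23), 1 within the scan day of replicate 1, and 36 to 344 with an array or replicate left out; the other settings gave 190 to 277. For siNFKB2-Seq1 against siNT the 29 became 515 with the replicate block, 301 with the scan day, 3 with the methods' t-test, 10 with siNT-Seq1 controls, 9 within replicates 2 and 3 and 0 to 36 with an array or replicate left out. For siNFKB2-Seq2 the 36 became 525 with the replicate block, 309 with the scan day, 5 with the methods' t-test, 17 over all kept clusters (more were tested), 2 with siNT-Seq2 controls and 0 to 34 with an array or replicate left out. Between the siNT sequences the 0 became 5 with the replicate block, 1 with the scan day, 1 within replicates 2 and 3 and 0 to 1 with an array or replicate left out; between the siNFKB2 sequences it stayed 0 in every setting run. Lists past the threshold were 14, 6 with an estimated correlation, 13 with NFKB2 left out of the lists and 10 to 15 with an array or replicate left out. The correlation of both sequences was 0.584, 0.813 with shared controls and 0.417 to 0.592 with an array or replicate left out. NFKB2 changed by -1.55 to -1.45 with an array left out and by -1.48 (exact permutation p = 0.333) within replicate 1, where 4 arrays allow no smaller p. The replicate block, which removed the differences between replicate numbers, changed no list call except that of the type I interferon response. Some settings used fewer arrays or controls, and for the other counts the cause was not tested. Of 48 named genes called in the comparison of arms, 48 kept the call with the replicate block or scan day, 35 with the methods' t-test, 45 with median centring, 46 with a second quantile normalization, 44 without the filter, 39 in the 4-group fit, 24 without replicate 2, 17 without replicate 3 and 1 within replicate 1. The deposited values hold no detection call, so dim genes were judged only by the filter, without which 216 genes passed.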

Other observations

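The genes of this paragraph were chosen after their values were seen, and their calls were not checked under the alternatives run for the named genes. TNFRSF8, which encodes CD30, the surface receptor used to diagnose Hodgkin lymphoma, fell by 0.32 (adjusted p = 0.0182) in limma with n = 6 in each arm. TNFRSF17, the receptor BCMA of plasma cells, fell by 0.61 (adjusted p = 0.0182), from 6.73 in siNT to 6.12 in siNFKB2 arrays. IL12B, a subunit shared by IL-12 and IL-23, fell by 0.23 (adjusted p = 0.0388), from 6.39 to 6.16. The levels of TNFRSF17 and IL12B lie near the filter limit of 6. TNFAIP6, a hyaluronan-binding protein induced in inflammation, fell by 0.46 (adjusted p = 0.0151), ZBTB32, a transcriptional repressor of lymphocytes, by 0.55 (adjusted p = 0.00186), and APOBEC3B, a cytidine deaminase, by 0.4 (adjusted p = 0.0112).

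Replicate 1, scanned apart, differed from replicates 2 and 3 for 4976 of 14231 genes in limma, 2921 higher and 2055 lower, and 73 of these are among the 263 genes above. The arrays of 1 number belong to 1 biological replicate and are not independent, so these counts set 1 replicate against 2 and describe these cultures only. Higher in replicate 1 were the small noncoding RNA genes SNORA38B (1.77) and SCARNA17 (1.25), SNRPG (1.32), C6orf47 (1.4) and INSIG2, a regulator of sterol synthesis (1.2), and lower were MTND2P28 (-1.55), ROMO1 (-0.98), RBM14 (-0.83), DRAP1 (-0.81) and EFEMP1 (-0.8). Of the lists, apoptosis inhibitors were higher in replicate 1 (median 0.21, 8 of 12 genes higher, camera adjusted p = 0.0311), with adjusted p = 0.594 with an estimated correlation.

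A hypothesis tested was that a deeper fall of NFKB2 goes with a larger fall of the p52/RelB-activated genes over the 6 siNFKB2 arrays. The correlation was positive but did not pass (Pearson r = 0.645, exact permutation p = 0.172; Spearman rho = 0.314, exact permutation p = 0.564), and r was 0.373 without the 2 arrays farthest from the median knockdown. NFKB2 fell by 1.26 to 1.88 and the list mean by 0.21 to 0.37 over these arrays, 1 relation was computed, and 6 arrays leave the hypothesis undecided.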
